# Murine Blastocysts Release Mature MicroRNAs Into Culture Media That Reflect Developmental Status

**DOI:** 10.3389/fgene.2021.655882

**Published:** 2021-05-28

**Authors:** David Connor Hawke, Danyal Baber Ahmed, Andrew John Watson, Dean Harvey Betts

**Keywords:** pre-implantation, embryo, microRNA, secretome, culture, blastocyst, miRNA, media

## Abstract

Extracellular microRNA (miRNA) sequences derived from the pre-implantation embryo have attracted interest for their possible contributions to the ongoing embryonic–uterine milieu, as well as their potential for use as accessible biomarkers indicative of embryonic health. Spent culture media microdroplets used to culture late-stage E4.0 murine blastocysts were screened for 641 mature miRNA sequences using a reverse transcription–quantitative polymerase chain reaction–based array. We report here 39 miRNAs exclusively detected in the conditioned media, including the implantation-relevant miR-126a-3p, miR-101a, miR-143, and miR-320, in addition to members of the highly expressed embryonic miR-125 and miR-290 families. Based on these results, an miRNA panel was assembled comprising five members of the miR-290 family (miR-291-295) and five conserved sequences with significance to the embryonic secretome (miR-20a, miR-30c, miR-142-3p, miR-191, and miR-320). Panel profiling of developing embryo cohort lysates and accompanying conditioned media microdroplets revealed extensive similarities in relative quantities of miRNAs and, as a biomarker proof of concept, enabled distinction between media conditioned with differently staged embryos (zygote, 4-cell, and blastocyst). When used to assess media conditioned with embryos of varying degrees of degeneration, the panel revealed increases in all extracellular panel sequences, suggesting cell death is an influential and identifiable factor detectable by this assessment. *In situ* hybridization of three panel sequences (miR-30c, miR-294, and miR-295) in late-stage blastocysts revealed primarily inner cell mass expression with a significant presence of miR-294 throughout the blastocyst cavity. Furthermore, extracellular miR-290 sequences responded significantly to high centrifugal force, suggesting a substantial fraction of these sequences may exist within a vesicle such as an exosome, microvesicle, or apoptotic bleb. Together, these results support the use of extracellular miRNA to assess embryonic health and enable development of a non-invasive viability diagnostic tool for clinical use.

## Introduction

MicroRNAs (miRNAs) are short ∼19- to 22-nucleotide non-coding RNAs ubiquitously transcribed from animal, plant, and viral genomes (Rana, 2007). miRNAs are potent modulators of widespread biological phenomena, acting to inhibit the transcription of mRNA through a process known as RISC-mediated mRNA silencing (Bartel, 2004). Canonically, miRNAs bind to complementary sequences in the 3′ UTR region of a target mRNA sequence and may inhibit ribosomal translation or induce scission of the mRNA transcript (Rana, 2007). While many miRNAs perform their action within their cell of transcriptional origin, many may be released extracellularly and can alter the transcriptomes of neighboring and distant cells. Extracellular miRNAs are valued not only for their physiological significance but also for their potential use as biomarkers of various diseased states, owing to their unique identities and *in vitro* stability (Huang et al., 2013; Ogata-Kawata et al., 2014). Cellular release of miRNAs occurs either through binding to secreted AGO1 (Cuman et al., 2015) and apolipoprotein proteins (Vickers et al., 2011; Tabet et al., 2014), encapsulation within vesicles such as exosomes (Kosaka et al., 2010; Chevillet et al., 2014; Sato-Kuwabara et al., 2015), or during apoptosis. Exosomes are known secretory products from nearly every cell type (Simons and Raposo, 2009); however, most frequently, extracellular miRNA is found in an unencapsulated, protein-bound state (Turchinovich et al., 2011).

MicroRNAs are present during all stages of murine pre-implantation embryo development, originating predominantly either from the oocyte or spermatozoan contributions in the earliest stages before transitioning to active transcription from the embryonic genome beyond the 2-cell stage (Tang et al., 2007; Svoboda and Flemr, 2010; Gross et al., 2017a). Total miRNA content of the murine pre-implantation embryo declines from the zygotic stage into the 2-cell stage before rising steadily through to the expanded blastocyst stage (Tang et al., 2007). Embryonic expression of the miR-290 family begins rapidly at the 4-cell stage (Tang et al., 2007) [reviewed by Zhang et al. (2019)], and a similar expression profile has been reported in rabbit pre-implantation embryos (Maraghechi et al., 2013); late-stage expression of the homologous human miR-371-373 cluster is well accepted (Rosenbluth et al., 2013). Murine embryonic stem cells (mESCs) are exclusive expressors of the miR-290 polycistron (Wang et al., 2008), which represent more than 50% of all miRNAs within mESCs (Marson et al., 2008). Physiologically, miR-290 family miRNAs are involved in pluripotency maintenance (Graham et al., 2016), cell-cycle and proliferative functions (Wang et al., 2008), survival (Zheng et al., 2011), and germ line development (Medeiros et al., 2011). An extracellular presence of miR-291-3p, miR-294, and miR-295 is established as these sequences are released from mESCs as exosome-encapsulated secretory products (Khan et al., 2015).

Extracellular miRNAs and extracellular vesicles (EVs) of embryonic origin are of particular interest owing to their potential application in the ongoing initiative aimed at improving embryo transfer outcomes during assisted reproduction [reviewed by Hawke et al. (2020)]. Clinical studies are now reporting detection of nearly 150 miRNAs within spent media microdroplets used to culture human blastocysts (Russell et al., 2020); miRNAs have also been identified within the spent media used to culture bovine (Kropp et al., 2014; Kropp and Khatib, 2015; Gross et al., 2017b; Lin et al., 2019a,b) and murine (Heidari et al., 2019) pre-implantation embryos. Embryo-derived exosomes have been identified in the spent media conditioned with pre-implantation embryos of numerous species, including human (Saadeldin et al., 2014; Giacomini et al., 2017; Mellisho et al., 2017), and both miRNAs (Battaglia et al., 2019) and EVs (Battaglia et al., 2019; Simon et al., 2020) have also been identified within the blastocyst cavity. An early study examining spent media used to culture human embryos yielded two major extracellular miRNAs of interest: miR-191 and miR-372 (Rosenbluth et al., 2014); miR-372 differed seven-fold between microdroplets conditioned with embryos that lead to a live birth when compared to those that did not. Clinical studies have since identified miR-20a, miR-30c (Capalbo et al., 2016), and miR-142-3p (Borges et al., 2016) as secretory products that may be associated with implantation success. Correlation of extracellular miR-320 and others with the sex of the embryo has now been demonstrated (Gross et al., 2017b).

In this study, we demonstrate that extracellular media-borne miRNA may be accurately and reproducibly identified within spent microdroplets conditioned with murine pre-implantation embryos and, as a proof of concept, demonstrate their capability in describing the state of the embryos from which they are derived. This is a critical first step toward the adoption of miRNA biomarkers to facilitate the development of a non-invasive diagnostic strategy capable of improving routine embryo selection technologies supporting assisted reproductive efforts.

## Materials and Methods

### Animals

CD1 mice (Charles River Laboratories International Inc., Sherbrooke, QC, Canada) were housed 10 per cage in a conventional animal care facility under a 12-h day–night cycle (6 AM to 6 PM). Mice were fed *ad libitum* until euthanized. Euthanasia was performed using CO_2_ asphyxiation followed by cervical dislocation. Animal care protocols (AUP #2018-075) were approved by the Canadian Council of Animal Care and the Western University Animal Care Committee.

### Zygote Collection and Culture

Three- to four-week-old female CD-1 mice were injected intraperitoneally with 5 IU pregnant mare’s serum gonadotropin (Intervet Canada Ltd., Whitby, ON, Canada) followed by a second injection 48 h later with 5 IU human chorionic gonadotropin (hCG) (Intervet Canada Ltd.) to induce superovulation. The mice were immediately mated with male CD1 mice (Charles River Laboratories, Saint-Constant, QC, Canada) on the same day. Plugged female mice were sacrificed the following day at 22 h post-hCG injection. Oviducts were removed postmortem, and embryos were flushed from the lumen of both using warmed M2 medium (Sigma-Aldrich, Oakville, ON, Canada; P/N: MR-015-D). Pronuclear embryos were transferred to warmed M2 medium with hyaluronidase (Sigma-Aldrich, P/N: MR-051-F) briefly to remove cumulus cells before being washed four times in culture media. Twenty zygotes were cultured per 20-μL microdroplet of commercial KSOMaa either with (EmbryoMax; Sigma-Aldrich, P/N: MR-106-D) or without bovine serum albumin (BSA) (Global; LifeGlobal, discontinued) under a mineral oil blanket at 37°C in a 5% O_2_, 5% CO_2_ nitrogen atmosphere until the experimental start.

### Embryo Culture for Developmental Series miRNA Profiling

Female CD1 mice were superovulated as described and sacrificed at 15 h post-hCG for oocyte collection. Ten oocytes were washed briefly in M2 with hyaluronidase to remove bound cumulus cells and washed four times in phosphate-buffered saline (PBS) supplemented with 0.1% polyvinyl alcohol (PVA) (Sigma-Aldrich, P/N: P8136) before lysing in the Cells-to-Ct “lysis solution” (Thermo Fisher Scientific, P/N: 4391848) and stored at −20°C. Zygotes were flushed from similarly prepared plugged mice at 15 h post-hCG and zygotes cultured in groups of 20 in KSOMaa supplemented with BSA up and until 116 h post-hCG. During this time, pools of 10 embryos were periodically collected, washed, and lysed at designated time points after morphological assessment confirmed progression to each developmental stage: 2-cell, 4- to 8-cell, morula, blastocyst, and expanded blastocyst. In total, three replicate series of staged samples were collected for analysis.

### Embryo Culture and Media Conditioning With Staged Pre-implantation Embryos

Zygotes were collected or cultured until 62 or 99 h post-hCG (4- to 8-cell and early blastocysts) and then washed four times in KSOMaa supplemented with 0.1% PVA (Sigma, St. Louis, MO, United States) in place of BSA and allowed to continue culture in groups of 20 in new 20-μL microdroplets of this BSA-free media. At each time point, blank control microdroplets were cultured in unison. After 17 h, the embryos within these conditioning microdroplets were collected, lysed in 2 μL of lysis solution, and stored at −20°C. Immediately following this collection, 15 μL of both the spent culture media and blank control media was aspirated, lysed in an equivalent volume of Cells-to-Ct lysis solution and stored at −20°C. Three biological replicates were conducted accordingly for subsequent analysis.

### Embryo Culture and Media Conditioning With Degenerate Pre-implantation Embryos

Zygotes were cultured in 20-μL microdroplets until 99 h post-hCG, at which point pools of 20 compacted embryos were selected, washed, and placed in a new 20-μL microdroplet of KSOMaa supplemented with 0.1% PVA and 0.5% dimethyl sulfoxide (DMSO) (Sigma) (vehicle control) or KSOMaa supplemented with 0.1% PVA, 0.5% DMSO, and 120 μM rhein (Sigma-Aldrich; P/N: R7269). The remaining embryos that failed to develop to the morula stage were designated as degenerate. These were also washed and moved to fresh 20 μL vehicle control microdroplets in cohorts of 20. Unconditioned blank control media microdroplets were set up and similarly cultured for the same time period. At 116 h post-hCG, all embryos were collected, lysed, and stored at −20°C. Fifteen microliters of each of the conditioned culture media and the blank control media were lysed in an equivalent volume of lysis solution and stored at −20°C. This was performed in triplicate.

### Embryo Culture, Blastocyst Media Conditioning, and Ultracentrifugation

From zygote culture, 20 compacted or cavitating morulae were selected at 99 h post-hCG of culture, washed four times in 20-μL microdroplets of KSOMaa supplemented with 0.1% PVA (without BSA), and cultured in fresh medium microdroplets until 116 h post-hCG. Blank media microdroplets were cultured in tandem to use as negative controls. At 116 h, blastocysts were removed, and 15 μL of each of the conditioned and blank microdroplets were collected and stored at 4°C before ultracentrifugation performed shortly thereafter. Shortly after collection, media samples were clarified using a differential centrifugation protocol adapted from Théry et al. (2006). Briefly, each collection was diluted with 30 μL of PBS in separate 1-mL thick-walled polycarbonate ultracentrifuge tubes; 12.5 μL of each dilution was immediately sampled and stored at −20°C. The remaining liquid was spun at 100,000 × *g* for 70 min at 4°C, and 12.5 μL of supernatant was promptly sampled, lysed in an equivalent volume of lysis solution, and stored at −20°C. Three biological replicates were performed.

### Embryo Culture and Blastocyst Media Conditioning for miRNA Array

At 99 h post-hCG, 25 compacted or cavitating morulae were selected from cohorts of 20 embryos cultured from the zygote stage, washed, and placed in an 8-μL microdroplet of commercial KSOMaa without BSA (Global; LifeGlobal, discontinued) to continue culture until 116 h post-hCG. An equivalent blank microdroplet control was similarly cultured during this period. At 116 h post-hCG, the blastocysts were removed, and 6 μL of both microdroplets was aspirated and prepared for later array analysis. Both aspirated samples were immediately lysed using a TaqMan^®^ MicroRNA Cells-to-Ct Kit (Thermo Fisher Scientific, P/N: 4391848) by adding an equivalent volume of lysis solution, supplemented with 1% DNase I. After an 8-min incubation, the reactions were halted by adding 1.5 μL of kit provided “stop solution” to each. Samples were vortexed and stored at −20°C for later reverse transcription (RT). A single replicate was performed for subsequent miRNA array analysis.

### RT and Pre-amplification for RT-qPCR miRNA Array

Reverse transcription and pre-amplification of lysed media samples in preparation for quantitative polymerase chain reaction (qPCR) array amplification was performed according to Rosenbluth et al. (2014) with slight modification. Media lysates were thawed, and 3 μL of each was mixed with 4.5 μL of either MegaPlex RT Primer MasterMix A or B (Thermo Fisher Scientific). After RT, each RT product was again split into two separate 2.5-μL aliquots to which both received the same corresponding PreAmp Primer Pool A or B, resulting in four parallel pre-amplification reactions per sample. Pre-amplification was performed for 12 cycles as per the manufacturer’s protocol. The pre-amplification products were not diluted and instead immediately stored at −20°C for later qPCR amplification.

### Quantitative Amplification by RT-qPCR miRNA Array

Pre-amplification products were thawed, and each 25-μL paired aliquot of A or B products was combined into a single PCR reaction mix, according to the manufacturer’s protocol. The difference in volume due to the undiluted products was taken from the nuclease-free water portion of this mix. A Mouse TaqMan Array A + B v3.0 card set was loaded with the corresponding PCR reaction mix and amplified for 40 cycles on an Applied Biosystems Viia7 Real-Time PCR System fitted with a TaqMan Array Block.

### Media RNA Preparation, RT, and Amplification by Individual RT-qPCR Assay

DNase I was added to thawed media samples to a final volumetric ratio of 1:100, followed by an addition of stop solution 8 min later to a final ratio of 1:10, as per the MicroRNA Cells-to-Ct Kit (Thermo Fisher Scientific, P/N: 4391848) instructions. RT and quantitative amplification using individual TaqMan RT-qPCR assays were performed on lysed spent culture media and blank media controls according to the manufacturer’s instructions. For each individual RT, the “Cells-to-Ct sample lysate” consisted of 2.5 μL of prepared sample lysate and 2.5 μL of water. Subsequent PCR amplification was performed in a CFX384 thermocycler (Bio-Rad, Mississauga, ON, Canada) for 40 cycles.

### Blastocyst *in situ* Hybridization and Confocal Analysis

Zygotes were cultured as described until 116 h post-hCG. At this time, expanded blastocysts were selected and fixed in 4% paraformaldehyde (PFA) (Sigma) for 1 h for later *in situ* analysis. Blastocysts were prepared according to Goossens et al. (2014) with several modifications. Briefly, fixed blastocysts were dehydrated in methanol at −20°C overnight followed by rehydration in a methanol/PBST series and a 30-s digestion with proteinase K (Sigma). Blastocysts were washed, refixed in 4% PFA for 20 min at 4°C, and pre-hybridized in hybridization buffer containing heparin and tRNA at 55°C for 2 h in a hybridization oven. Double DIG-labeled miRCURY LNA probes (Qiagen, Toronto, ON, Canada, P/N: 339111) for miR-30c (GeneGlobe ID: YD00616231), miR-294 (GeneGlobe ID: YD00616804), and miR-295 (GeneGlobe ID: YD00616417-BCG) were separately prepared in hybridization buffer along with a scrambled negative control probe (GeneGlobe ID: YD00699004-BCG). Blastocysts were removed from the pre-hybridization buffer and divided into five groups: three probe groups, a negative control group incubated with the scrambled probe, and a double-negative control group not exposed to any probe. The test groups and scramble groups were incubated overnight in their respective 10 nM miRCURY LNA probe solutions in hybridization buffer at 58°C, whereas the double negative remained in hybridization buffer at the same conditions. All groups were subsequently washed for 10 s in hybridization buffer without heparin at 58°C followed by 15-min washes through a hybridization buffer/2 × saline-sodium citrate (SSC) buffer series and 10-min washes through a 0.2 × SSC series at RT. Both SSC solutions were supplemented with 0.1% PVA to alleviate embryo adherence. The blastocysts were washed for 10 min in PBST and incubated for 2 h in blocking buffer at RT. A 1:1,000 dilution of anti-DIG-AP Fab fragments (Sigma-Aldrich, P/N: 11093274910) was prepared in blocking buffer and pre-absorbed to extra blastocysts added directly to solution (5 per 100 μL). The antibody was incubated with the blastocysts for 1 h at RT while shaking before being centrifugation for 5 min at 15,000 × *g*. The supernatant was collected and diluted in blocking solution to a final antibody dilution of 1:5,000, and rabbit anti-mouse Cdx2 primary antibody (Abcam, Toronto, ON, Canada, P/N: AB76541) was added to a final dilution of 1:100. All five groups were incubated in the anti-DIG-AP/Cdx2 primary solution overnight on a horizontal shaker at 4°C. Blastocysts were washed five times for 20 min in blocking buffer at RT and incubated in 1:200 donkey anti-rabbit, fluorescein isothiocyanate secondary antibody (Jackson ImmunoResearch, West Grove, PA, United States) in blocking buffer for 2 h at RT. The blastocysts were washed three times for 10 min in PBST at 4°C followed by a single wash in Fast Red staining buffer (Agilent, P/N: K064011-2) supplemented with 0.1% PVA at RT for 10 min. A solution of Fast Red substrate (Agilent, Mississauga, ON, Canada, P/N: K064011-2) in staining buffer was prepared with PVA immediately before use, and each group of embryos was exposed for 20 min before being washed three times in PBST for 10 min at RT. Each group was counterstained with Hoechst 33258 (Thermo Fisher Scientific; P/N: H1398) in PBST for 30 min at RT and washed thrice for 10 min each in PBST at RT. Blastocysts were mounted in 5-μL microdroplets of culture media under mineral oil, and Z-stacks were collected with a Zeiss LSM 800 AiryScan confocal microscope located within the Schulich Imaging Core Facility using 2.5-μm sections. Images were processed and analyzed using ZEN 2.6 image analysis software.

### Data Processing and Statistical Analysis

TaqMan MicroRNA array data were interpreted and exported using Thermo Fisher Scientific’s QuantStudio Real-Time PCR Software v. 1.3. Subsequent data filtering of these data was performed using Microsoft Excel. Data processing and statistical analysis for experiments requiring Student *t* tests were performed using Excel and the Analysis ToolPak Plug-In. In all cases, statistical hypotheses were evaluated at a significance level of α = 0.05.

## Results

### Blastocyst Extracellular miRNA Discovery by RT-qPCR Array

Spent culture media that was conditioned with healthy murine blastocysts for 17 h was collected along with a similarly cultured blank control, and both were profiled for 641 mature miRNAs using a TaqMan RT-qPCR–based array to identify abundant extracellular miRNAs suitable for further study. 

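The array data came from 1 microdroplet of conditioned media and 1 blank microdroplet, with no replicate of either, so that no test of the difference between them was possible. For the conditioned sample, 25 morulae were cultured in 8 μL of media from 99 to 116 h post-hCG, and 6 μL was aspirated from each microdroplet and lysed. For each of the 2 array cards, 3 μL of lysate was reverse transcribed, pre-amplified for 12 cycles and, without dilution, amplified for 40 cycles. The value of each well is its Ct, the cycle at which its fluorescence crosses a threshold, which is an inverted log2 scale on which a lower Ct stands for more template. The authors deposited the Ct of each well without normalization, and a table of fold changes that they calculated relative to the small nuclear RNA U6. The cards held 768 wells per sample, of which 18 were control assays and 750 were miRNA assays, 374 on card A and 376 on card B. Of the miRNA assays, 675 were named for mouse and 75 for rat, under 724 different names. In conditioned media, 307 of the 750 miRNA assays had a Ct, from 4.46 to 39.99. In blank media, 244 had a Ct, from 4.37 to 39.3, and all other wells were undetermined. The ΔRn, the height of the fluorescence signal on which the paper also filtered its data, was not analysed here. Counts of detected sequences therefore rest on a Ct below 35 alone, with an undetermined Ct taken as above the limit and the control assays left out. Error between wells was measured with U6, which was spotted in 4 wells per card. The SD of its Ct was 0.68 on card A and 0.83 on card B in conditioned media, and 3.22 and 0.23 in blank media. The 3.22 rested on 1 well with a Ct of 20.2 beside 3 wells between 26.3 and 27.1, and the 0.68 on 1 well at 19.9 beside 3 between 21.1 and 21.3, whose own SD was 0.09. A further 26 names had 2 assays each, and where both had a Ct in the same sample that was below 35 and not earlier than in any sequence of Supplementary Table 1, the 2 differed by a median of 3.40 cycles, from 1.25 to 7.42, over 7 such pairs of wells. These spreads describe wells and assays, not embryos or cultures.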

We substituted BSA in our culture media with a synthetic macromolecular alternative, PVA, to maintain proper medium osmolarity and avoid introducing contaminating extraembryonic miRNA into the media (Biggers, 1997); however, we still observed some sequence amplification within the unconditioned, blank media control. 

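In the blank microdroplet, the mean Ct of the 4 U6 wells was 24.98 on card A and 27.0 on card B, compared with 20.9 and 19.96 in conditioned media. The plant sequence miR-159a, a negative control on both cards, was undetermined in both samples. The 10 miRNA assays of lowest Ct in blank media lay between 4.37 and 7.52, and were miR-667, miR-1937c, miR-1961, miR-1-2-AS, miR-383, miR-804, miR-224, rno-miR-294, miR-155 and miR-872. Of these, miR-667 had a Ct of 4.37 in blank media and 6.41 in conditioned media, and miR-155 had a Ct of 7.26 and 5.74. The lowest Ct of any sequence in Supplementary Table 1 was 19.6. Earlier Ct values than this were found for 82 assays in blank media and 81 in conditioned media, and 51 assays had one in both, a limit that was set after the values had been seen. The 10 lowest in blank media were earlier than every U6 well of either sample, of which the lowest was 18.99. Since values this early were as frequent without embryos as with them, they are not read as amounts of the named sequences. The paper proposes that media formulae containing BSA and processed at the same facility may have been the origin of the trace miRNA.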

Notably, the BSA-free commercial media we used contained trace levels of miRNA, perhaps due to BSA-containing formulae processed similarly at the facility. Within the array dataset, to avoid inclusion of false positives, only sequences with a Ct value less than 35 and a change in mean normalized reporter value (ΔRn) greater than 0.5 were considered. Of the 641 miRNAs screened, 132 were detected in the conditioned media sample (Ct_cond_ < 35 ∩ΔRn_cond_ > 0.5), and 62 were detected in the blank control media sample (Ct_blank_ < 35 ∩ΔRn_blank_ > 0.5). 

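At a Ct below 35, without the limit on ΔRn, 280 of the 750 miRNA assays were detected in conditioned media, 149 on card A and 131 on card B. In blank media, 218 were detected, 122 on card A and 96 on card B. The median Ct of the detected sequences was 25.5 in conditioned media and 22.8 in blank media. Both samples shared 176 detected sequences. Leaving out the wells with a Ct earlier than any in Supplementary Table 1, a choice made after seeing the data, gave 199 sequences in conditioned media and 136 in blank media. The 10 lowest Ct values in conditioned media, from 4.46 to 7.19, belonged to miR-673, miR-1961, miR-1896, rno-miR-1#, miR-470#, miR-155, miR-224, miR-804, miR-667 and miR-193#, where # marks the minor arm. Of these, 8 also had a Ct below 35 in blank media, and rno-miR-1# and miR-193# were undetermined there. As for blank media, values this early are not read as amounts.

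**Figure D1:**
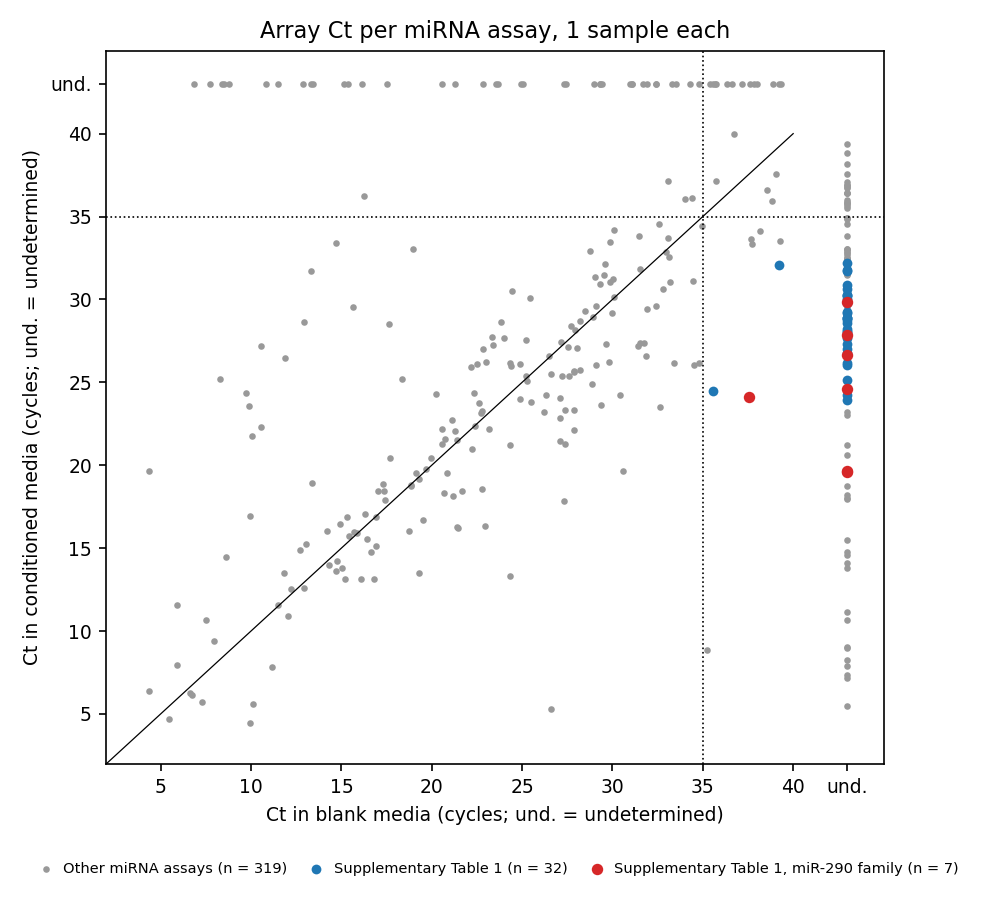
Ct of each miRNA assay in conditioned media (vertical axis, cycles) against its Ct in blank media (horizontal axis, cycles), with undetermined wells at the end of each axis; each point is 1 assay in 1 sample per medium, the solid line marks equal Ct and the dotted lines a Ct of 35. The 39 sequences of Supplementary Table 1 (blue, and red for the miR-290 family) all lie right of the dotted line for blank media, while many other assays with a Ct under 19.6 in both media lie near the solid line.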

Fifty-seven of these 62 sequences were detected in the conditioned sample at elevated levels (Ct_cond_−Ct_blank_ < 5), three were detected in the conditioned sample at substantially lower levels (Ct_cond_−Ct_blank_ > 5), and two sequences were exclusive to the blank control media (Ct_cond_ > 35 ∩ΔRn_cond_ < 0.5). 

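Of the 176 sequences with a Ct below 35 in both samples, 156 had a Ct in conditioned media that was at most 5 cycles later than in blank media. Among all 176, the Ct was earlier in conditioned media for 85 and later for 91, and 49 differed by no more than 1 cycle. The median of the Ct in conditioned media minus that in blank media was 0.05 cycles. A total of 20 sequences were more than 5 cycles later in conditioned media, by 5.55 to 18.7 cycles. In blank media, 19 of these 20 had a Ct earlier than any in Supplementary Table 1. In order of their Ct in blank media, they were miR-1937c, miR-383, miR-377, miR-683, miR-484, miR-490, miR-28, rno-miR-653, miR-381, rno-miR-344, miR-130a, miR-685, miR-145, miR-222, miR-1971, miR-26b, rno-miR-743a, miR-328, miR-721 and miR-203. A further 42 sequences had a Ct below 35 in blank media only, with a median Ct of 25.0, and 38 of them were undetermined in conditioned media. In the same order, they were rno-miR-294, miR-770-3p, miR-665, miR-485-3p, miR-674, miR-466h, rno-miR-20b-3p, miR-15a#, miR-376b#, miR-1942, miR-1192, miR-199a, rno-miR-345-3p, miR-411, miR-325, miR-686, miR-883B-5P, miR-509-3p, miR-497, miR-539 and miR-615-5p. The remaining sequences were miR-669G, miR-1901, miR-23a#, rno-miR-409-3P, miR-296, miR-493-3p, miR-217, miR-216b, miR-1938, miR-128a, miR-202, miR-23b, miR-142-5p, miR-1941-5p, rno-miR-743b, miR-582-3p, miR-684, miR-375, miR-670, miR-376c and miR-204. The single wells of miR-325 and miR-217 in this group did not match the second assay of each name, which had a Ct of 11.1 and 13.6 in conditioned media.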

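Without the limit on ΔRn, 104 sequences had a Ct below 35 in conditioned media and not in blank media, 55 on card A and 49 on card B. Of these, 96 were undetermined in blank media and 8 had a Ct of 35 or later there. Their median Ct in conditioned media was 28.4, and 37 of the 104 had a Ct of 30 or later. Another 19 had a Ct earlier than any in Supplementary Table 1. Of 26 names with 2 assays, 11 had at least 1 assay detected in conditioned media only, and for 4 of these 11 both assays were.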

Eighty-one sequences were exclusive to the conditioned media (Ct_control_ > 35 ∪ΔRn_control_ < 0.5). 

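A Ct more than 5 cycles earlier in conditioned media than in blank media, with both below 35, was found for 19 sequences, 12 on card A and 7 on card B. The paper prints its limit for sequences higher in conditioned media as a difference below 5, the same as for its larger group, and a limit of -5 is the reading used here. In these, the Ct in conditioned media minus that in blank media ranged from -5.13 to -21.3 cycles, and 8 had a Ct in conditioned media earlier than any in Supplementary Table 1. They included miR-34b-3p, with a Ct of 26.1 in conditioned media and 34.8 in blank media, and 1 of the 2 assays of miR-143, with 21.5 and 27.1. U6 was itself earlier in conditioned media, by a mean of 4.08 cycles on card A and 7.07 on card B. When each difference was taken relative to U6 of the same card, 3 sequences were more than 5 cycles earlier in conditioned media, and 97 were more than 5 cycles later.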

An additional 13 sequences were detected in conditioned microdroplets at levels significantly higher than blank controls (Ct_cond_−Ct_blank_ < 5) but, because of their presence within the blank control media, were excluded from further analysis. 

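Minimal detection in blank media could be examined by Ct only, and on that criterion every sequence exclusive to conditioned media qualified, since each had a blank Ct of 35 or later or none. When an undetermined Ct in blank media was required, 96 sequences remained. All 39 sequences of Supplementary Table 1 were among the sequences that met the Ct criterion, and 65 other assays met it.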

Of the 81 sequences that were detected exclusively in the conditioned media sample, 39 of these sequences had minimal or no detection in the blank media sample (Ct_control_ > 35 ∩ΔRn_control_ < 0.1). These 39 miRNAs are listed in Supplementary Table 1.

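The 39 sequences were assigned to 31 assays of card A and 8 of card B. For 27, the assay carried the name in the table. For 12, the assay had an older or rat name, or shared its name with a second assay, and the Ct in the table helped to choose it. The Ct values in conditioned media then differed from those in the table by at most 0.049 cycles, which is rounding; for the 12, this comparison is not independent. The Ct ranged to 32.2, with a median of 28.2, and 10 of the 39 had a Ct of 30 or later. In blank media, 36 were undetermined and 3 had a Ct, of 35.5 for miR-195, 37.6 for miR-294 and 39.2 for miR-125b-5p. In conditioned media, miR-101a had a Ct of 24.2, miR-126-3p of 27.7, miR-125a-5p of 28.1, miR-143 of 28.9 and miR-125b-5p of 32.1. The differences among miR-126-3p, miR-125a-5p and miR-143 were smaller than any of those seen between 2 assays of the same name. For 5 names of the table a second assay was present. Both assays of miR-200c and of miR-292-3p were detected in conditioned media only, the second assays of miR-200b and miR-214 had a Ct of 36.4 and 35.9 there, and the second assay of miR-143 had a Ct below 35 in both samples.

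**Figure D2:**
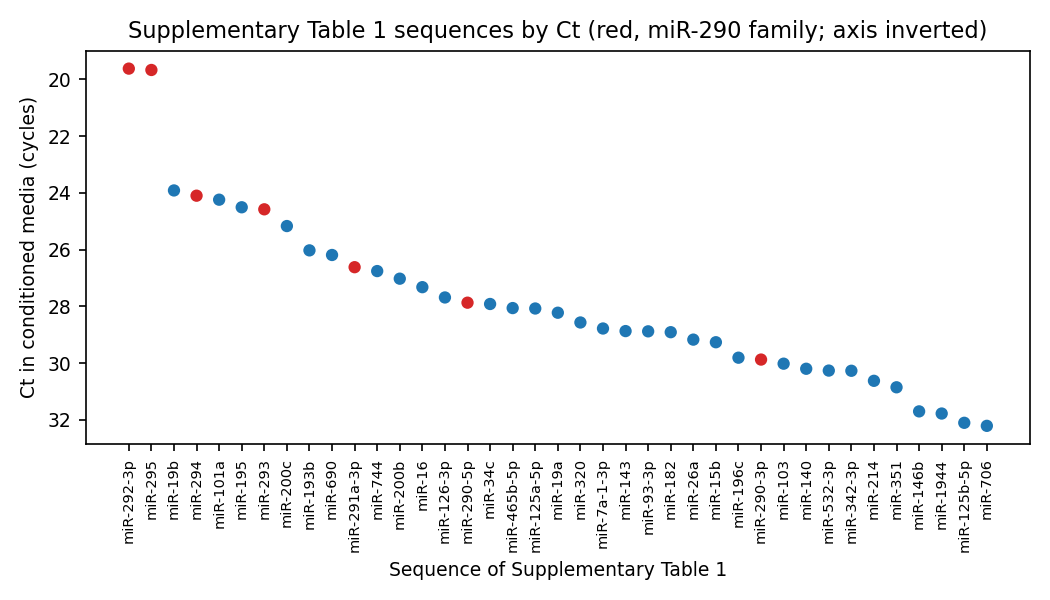
Ct in conditioned media (vertical axis, cycles, inverted so that more template is higher) of the 39 sequences of Supplementary Table 1 in order of Ct, each from 1 well of 1 sample; red marks the miR-290 family. The 2 sequences of lowest Ct, miR-292-3p and miR-295, are separated from the third by 4.25 cycles, and the other 5 of the family lie among the remaining sequences.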

### Embryo Intracellular miRNA Expression by RT-qPCR Assay

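The miR-290 to miR-295 sequences had 19 assays on the array, 17 named for mouse and 2 for rat. In the annotation of the mouse assembly GRCm38.p6, Mir290a, Mir290b, Mir291a, Mir292, Mir292b, Mir291b, Mir293, Mir294 and Mir295 are neighbouring genes that lie with the long non-coding RNA D7Ertd143e. In conditioned media, 13 of the 19 assays had a Ct below 35, and none of these had one in blank media. The assay rno-miR-294 had a Ct of 6.86 in blank media only, and 5 assays were undetermined in both. Ranked by Ct among the 280 sequences detected in conditioned media, where rank 1 is the lowest Ct, the best rank of the family was 18, for rno-miR-293 with a Ct of 9.01, and the median rank was 132. The median Ct of the family was 24.6, and 40.6% of 10000 random lists of 13 detected sequences had a median as low. Ct values of different assays depend on the efficiency of each, so that these ranks do not settle the order of amounts. They also rest on no limit on ΔRn, which the paper applied to its detected sequences. With the family restricted to its mouse assays, a choice made after seeing these values, the best rank among the same 280 was 82, for miR-292-3p. Of the 81 sequences with an earlier Ct than this, 62 also had a Ct below 35 in blank media and 19 did not. Among the 39 sequences of Supplementary Table 1, miR-292-3p and miR-295 ranked first and second, 4 of the 7 family members were among the 10 lowest Ct values, and 1.3% of random lists of 7 had a median Ct as low as that of the family. The paper reasons from the array results that this family exceeded the other sequences, and took its members for individual assays on that ground.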

From the array results, the miR-290 polycistron was evidently predominantly expressed at levels greater than all other sequences detected using the array. For this reason, we decided to use five of the detected miR-290 sequences (miR-291-3p, miR-292-3p, miR-293-3p, miR-294-3p, and miR-295-3p) as the basis for a panel of individual RT-qPCR assays (panel B). 

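In conditioned media, the assays of panel B had a Ct of 19.6 for miR-292-3p, 19.7 for miR-295-3p, 24.1 for miR-294-3p, 24.6 for miR-293-3p and 26.6 for miR-291-3p, which the array names miR-291a-3p. The wells of miR-292-3p and miR-295-3p differed by less than the SD of U6 wells of that card in conditioned media, with or without its outlying well, and those of miR-293-3p and miR-294-3p by less than that SD only with the outlying well. Of the 5, only miR-294-3p had a Ct in blank media, 13.5 cycles later than in conditioned media. A second assay of miR-292-3p, on card B, had a Ct of 23.0 in conditioned media, which is 3.40 cycles later than the first, and another assay named miR-291-3p had a Ct of 33.0. Other mouse assays of the family detected in conditioned media only were miR-293#, with a Ct of 19.6, miR-290-5p with 27.9, miR-290-3p with 29.9, miR-291b-5p with 34.6 and miR-295# with 34.8.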

Five additional sequences were selected according to previous reports of a significant presence in spent pre-implantation embryo culture media, often with proposed links to developmental competence: miR-20a-5p (Capalbo et al., 2016), miR-30c-5p (Capalbo et al., 2016), miR-142-3p (Borges et al., 2016), miR-191-5p (Rosenbluth et al., 2014), and miR-320a-3p (Gross et al., 2017b). These sequences comprise panel A and are listed along with panel B sequences in Table 1. It should be noted that all of these were also detected on our array and, with the exception of miR-320, were not included in the short list detailed in Supplementary Table 1 as the stringent filtering criteria applied to this dataset were designed to isolate only the most abundant miRNA of embryonic origin. 

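All 5 panel A sequences had a Ct below 35 in conditioned media. The Ct was 22.9 for miR-191-5p, 24.2 for miR-20a-5p, 25.5 for miR-30c-5p, 28.6 for miR-320a-3p and 28.7 for miR-142-3p. In blank media, miR-320a-3p was undetermined, and the other 4 had a Ct of 27.1 for miR-191-5p, 26.3 for miR-20a-5p, 26.6 for miR-30c-5p and 28.2 for miR-142-3p. The Ct in conditioned media minus that in blank media was -4.21 for miR-191-5p, -2.10 for miR-20a-5p, -1.09 for miR-30c-5p and 0.48 for miR-142-3p. All 5 assays were on card A. On that card the SD of U6 wells was larger in blank media than the differences for miR-20a-5p, miR-30c-5p and miR-142-3p. Without the outlying U6 well, a choice made after seeing the data, that SD was 0.49, smaller than the differences for miR-20a-5p and miR-30c-5p. An SD over wells of 1 sample is not the error of a difference between 2 samples, so neither value decides whether these differed. U6 itself was earlier in conditioned media on that card, by a mean of 4.08 cycles.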

The transcript abundance levels of these sequences were determined in all pre-implantation stages of development, including MII oocytes, by RT-qPCR and normalized to a previously established pre-implantation embryo housekeeping miRNA, miR-191 (Maraghechi et al., 2013; Mahdipour et al., 2015; Figures 1A,B). Low-level expression of all panel miRNAs was detected within MII oocytes. Differences in relative abundance levels between adjacent developmental stages for each panel miRNA were determined using independent, two-tailed Student *t* tests (α = 0.05) to compare the means of each of the three replicates. Normalized levels of panel A sequences generally declined from the 2-cell stage to the morula stage (Figure 1A), with significant decreases in miR-320 expression occurring between the zygote and 2-cell stage (*p* = 0.005) and in miR-20a between the 4- to 8-cell stage and morula (*p* = 0.034). No other significant differences were observed between adjacent stages for the panel A sequences from the 2-cell to the morula stage. Inversely, by the 4- to 8-cell stage, normalized relative abundance levels of each of the five members of panel B (Figure 1B) increased between 3- and 9-fold compared to the 2-cell stage, with significant increases seen in miR-291 (*p* = 0.016), miR-292 (*p* = 0.016), and miR-293 (*p* = 0.030). These miRNA levels continued to increase into the morula stage, with a significant increase observed in miR-293 (*p* = 0.002), before plateauing until the late expanded blastocyst stage at which point relative expression levels sharply increased between 2- and 15-fold. Compared to the blastocysts, the expanded blastocysts expressed significantly more normalized miR-295 (*p* = 0.026); however, no other increases were significant. During these later stages, the panel A sequences (Figure 1A) were consistently expressed from the morula stage through to the expanded blastocyst stage with no significant changes observed.

**TABLE 1:** Select mature miRNAs comprising panels A and B.

**Panel A**	**Panel B**
miR-20a-5p	miR-291-3p
miR-30c-5p	miR-292-3p
miR-142-3p	miR-293-3p
miR-191-5p	miR-294-3p
miR-320a-3p	miR-295-3p

**FIGURE 1:**
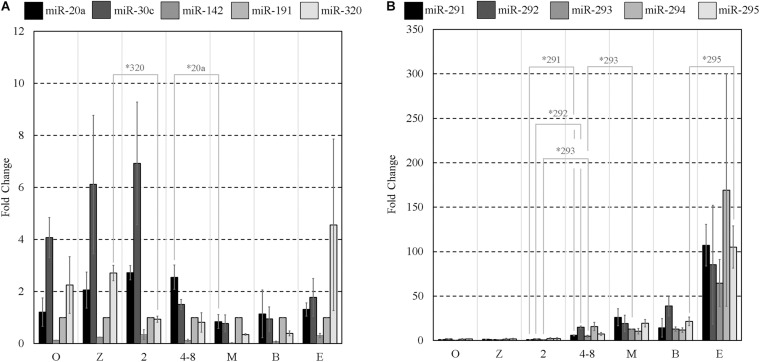
Mature miRNA expression of select sequences from MII oocytes and staged pre-implantation embryos from zygote through to the expanded blastocyst stage. Expression of panels **(A,B)** miRNAs are normalized to endogenous miR-191. Each data point represents the combined expression of 10 MII oocytes or embryos removed from an ongoing *in vitro* group culture at designated time points after morphological staging. MII oocytes were collected along with presumptive zygotes 15 h post-hCG. *n* = 3, error bars = SEM. ^∗^*p* < 0.05; only significant differences are labeled.

### Blastocyst *in situ* miRNA Localization

The primary location of miRNA expression within the blastocyst was determined to gain information as to whether specific cellular localization may predispose certain miRNAs to release from the blastocyst into the surrounding media. Several members from the panel (miR-30c, miR-294, and miR-295) were selected for an *in situ* analysis within late-stage blastocysts (Figures 2C–E). These miRNAs were selected based on their abundance according to the results from the RT-qPCR assays to ensure detectability given the limited sensitivity of the Fast Red system that was employed. Immunofluorescent localization of the trophectoderm-specific transcription factor Cdx2 was included to distinguish between the inner cell mass and trophoblast lineages. In all three cases, the localization was exclusive to the inner cell mass. Intracellular localization appeared to be cytosolic with no apparent presence in the nuclei for each sequence. No fluorescent signal was seen in negative controls prepared in the absence of a probe or using a scramble probe (Figures 2A,B). For the more strongly expressed miR-294, localization was consistently observed throughout the blastocyst cavity (Figure 2F).

**FIGURE 2:**
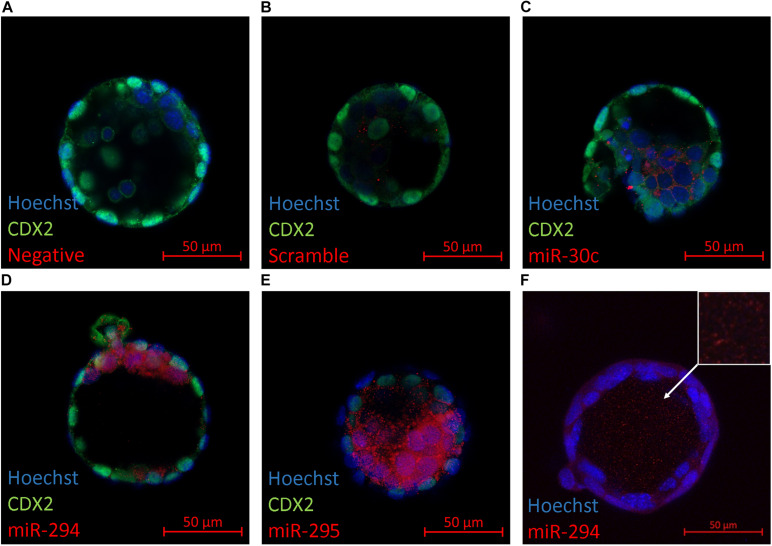
*In situ* localization of select miRNAs in late-stage blastocysts. Localization of three mature miRNAs (miR-30c, miR-294, and miR-295) within the late-stage expanded blastocyst (116 h post-hCG) is presented. Representative images are of **(A)** No probe negative control, **(B)** scramble probe negative control, **(C)** miR-30c, **(D)** miR-294, **(E)** miR-295, and **(F)** miR-294 in the blastocyst cavity (orthogonal projection).

### Blastocyst Extracellular miRNA Levels by RT-qPCR Assay

To confirm extracellular expression of panels A and B sequences at the blastocyst stage, culture media was again conditioned with blastocysts from 99 to 117 h post-hCG along with blank media controls, as was conducted for array analysis. Each panel sequence was amplified from both the embryonic cohort lysate and the accompanying conditioned culture media microdroplets using individual RT-qPCR assays. Compared to blank media microdroplets, all sequences on the panel were detected exclusively in the blastocyst conditioned media except for miR-20a and miR-142-3p that had baseline expression within the blank control microdroplet. The miR-191 assay also exhibited trace background amplification both with blank culture media and water. The media expression values for these three sequences were adjusted to account for these contributions. The datasets were normalized to intracellular miR-191, and both the mean intracellular and extracellular relative expression values of each member of the miRNA panels are presented in Figures 3A,B. The relative profiles of both the blastocyst lysate and the accompanying media microdroplet are largely in agreement.

**FIGURE 3:**
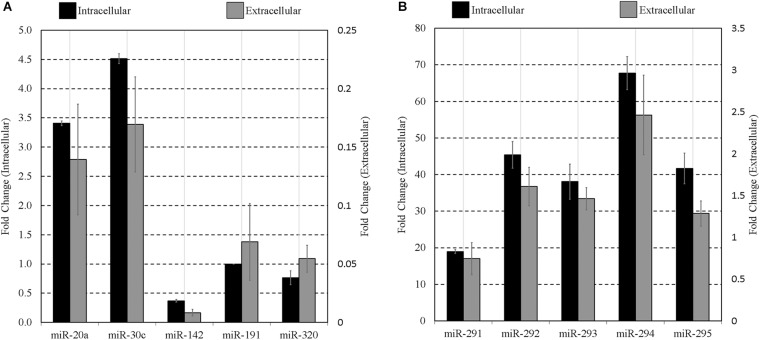
Intracellular vs. extracellular miRNA expression profiles of select miRNA panel sequences in late-stage blastocysts. The late blastocyst (116 h post-hCG) miRNA panels **(A,B)** expression profiles are compared against that found within the spent media microdroplet after 17 h of culture (99–116 h post-hCG). All expression is normalized to endogenous intracellular miR-191. Culture consisted of 20 morula or early blastocysts per 20 μL. Each data point represents 1.25 μL of conditioned culture media. Blank media was cultured in tandem and used as a negative control. *n* = 3, error bars = SEM.

### Developmental Stage and Its Impact on the Extracellular miRNA Signature

Given the well-established mid- and late-stage expression of the miR-290 family of miRNAs (Figure 1) and their successful extracellular detection, we reasoned this latent expression may offer a simple means to gauge the extent of early embryonic development. To assess the influence of pre-implantation embryo developmental stage on the detected panel sequences, culture media was conditioned under identical conditions using early- (zygote), mid- (4-cell), and late-stage (blastocyst) pre-implantation embryos. For zygote and 4-cell embryo cohorts, all panel sequences were detected intracellularly in cell lysates. Most were detected extracellularly in the zygote and 4-cell conditioned media, with only trace levels observed for miR-142-3p at the zygote stage and miR-20a, miR-142-3p, and miR-191 at the 4-cell stage. Trace expression of miR-20a, miR-30c, and miR-142-3p was detected within the blank control conditioned media microdroplets, and the miR-191 assay exhibited trace background amplification in both blank culture media and water. The media expression values for these three sequences were adjusted to account for these contributions, and both datasets were normalized to intracellular endogenous miR-191 (Figure 4). The intracellular panel profiles of the zygotes and 4-cell were consistent with those seen previously (Figure 1), and the extracellular profiles were in overall agreement (Figures 4A,B).

**FIGURE 4:**
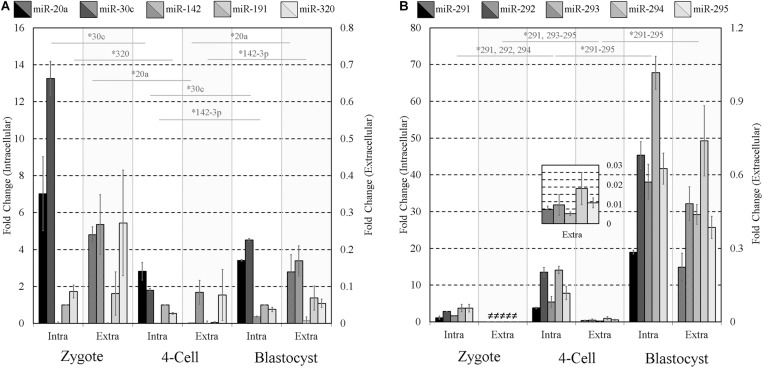
Intracellular and extracellular miRNA profile comparison of zygote, 4-cell, and blastocyst embryos. The extracellular miRnome of staged embryos containing highly variable intracellular miRNA profiles was characterized using panels **(A,B)** sequences to evaluate the panel’s ability to resolve differences between embryos of different states. Each dataset has been normalized against endogenous intracellular miR-191. Blank media was cultured in tandem and used as a negative control. *n* = 3. Error bars = SEM. ^∗^*p* < 0.05; only significant differences are labeled.

Two-tailed Student *t* tests (α = 0.05) were used to compare each intracellular miRNA mean, representing triplicate experiments, from adjacent stages (zygote and 4-cell, 4-cell and blastocyst) and similarly for those found in conditioned media. Among panel A sequences, significant decreases in miR-30c (*p* = 0.0003) and miR-320 (*p* = 0.028) were observed in embryo lysates between the zygote and 4-cell stage, and significant increases were seen in miR-30c (*p* = 2×10^−5^) and miR-142-3p (*p* = 8.9×10^−5^) between the 4-cell and the blastocyst stage. Extracellularly, miR-20a (*p* = 0.0004) was significantly decreased between the zygote and 4-cell stage, whereas miR-20a (*p* = 0.043) and miR-142-3p (*p* = 0.045) transcripts were significantly increased between the 4-cell and blastocyst stage. No other panel A members were significantly different across these developmental stages in either the cohort lysate or the media. For panel B sequences, intracellular miR-291 (*p* = 0.006), miR-292 (*p* = 0.0009) and miR-294 (*p* = 0.002) were significantly increased between the zygote and 4-cell stage, and all were significantly upregulated between the 4-cell and blastocyst stage (miR-291, *p* = 1 × 10^−5^; miR-292, *p* = 0.001; miR-293, *p* = 0.003; miR-294, *p* = 0.0003; miR-295, *p* = 0.002). Extracellularly, significant upregulation of miR-291 (*p* = 0.008), miR-293 (*p* = 0.003), miR-294 (*p* = 0.046), and miR-295 (*p* = 0.007) was observed between the zygote and 4-cell stage, with significant upregulation of miR-291 (*p* = 0.020), miR-292 (*p* = 0.002), miR-293 (*p* = 0.0004), miR-294 (*p* = 0.007), and miR-295 (*p* = 0.001) occurring between the 4-cell and blastocyst stages. The fractions of intracellular sequences present within conditioned media were approximated using the ratio of these panel sequences and are listed in Table 2.

**TABLE 2:** Calculated extracellular miRNA transcript microdroplet abundance expressed as a percentage of that found within the whole embryo cohort at various developmental stages.

		**Zygote**		**4-Cell**		**Blastocyst**	
		**Mean**	**Std. Err.**	**Mean**	**Std. Err.**	**Mean**	**Std. Err.**
Panel A	miR-20a	3.51	1.41	0.02	0.06	3.25	1.08
	miR-30c	1.70	0.64	3.89	1.69	3.03	0.78
	miR-142	0.00	0.00	1.23	1.23	1.75	0.48
	miR-191	6.49	4.67	0.24	0.13	5.52	2.63
	miR-320	15.68	8.22	10.27	8.83	6.29	1.92
Panel B	miR-291	0.00	0.00	0.40	0.08	3.17	0.88
	miR-292	0.00	0.00	0.14	0.07	2.93	0.63
	miR-293	0.00	0.00	0.21	0.02	3.22	0.65
	miR-294	0.00	0.00	0.26	0.11	3.01	0.81
	miR-295	0.00	0.00	0.29	0.00	2.57	0.58

### Effects of Ultracentrifugation on the miR-290, miR-292–miR-295 Signatures

As it has been reported that extracellular mESC-derived miR-290 family is encapsulated (Khan et al., 2015), we then took this opportunity to ask if these sequences would respond to the effects of ultracentrifugation, confirming possible encapsulation. Conditioned media levels of the miR-290 miRNAs were sufficiently high that some losses due to this intervention could reliably be detected; however, the other sequences were not sufficiently present within the media to reliably support this workflow. The media presence of miR-291-295 (panel B) sequences was determined by RT-qPCR before and after exposure to high centrifugal force to investigate the possibility that these sequences may be encapsulated within EVs. Note that, for this experiment, miR-291 and miR-292 of panel B were replaced with miR-290-3p and miR-290-5p; this was an earlier version of panel B that was eventually updated to include miR-291 and miR-292. After ultracentrifugation, the detectable extracellular miR-290 sequences were reduced in all cases compared to their initial starting values (Figure 5), indicating that a large proportion of the miRNAs may be encapsulated. Pairwise comparisons were made between the means of triplicate experimental repeats of conditioned media levels before and after ultracentrifugation for each miRNA using paired single-tailed Student *t* tests to test for significant differences (α = 0.05). Significant decreases (*p* < 0.05) were determined for miR-294 (*p* = 0.007) and miR-295 (*p* = 0.034). No significant differences were observed for miR-290-3p, miR-290-5p, and miR-293.

**FIGURE 5:**
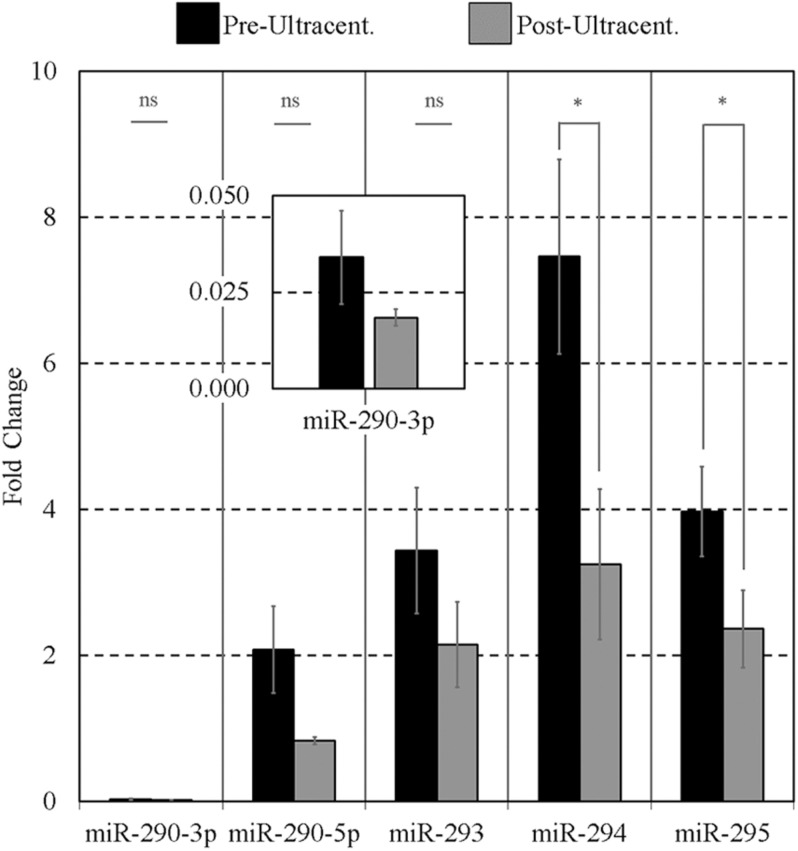
Impact of ultracentrifugation on the extracellular miR-290 sequences suspended within the conditioned culture media. Ultracentrifugation was performed on 15 μL of each 20-μL microdroplet at 100,000 × *g* for 70 min according to Théry et al. (2006) to evaluate the degree of settling of the sequences. Each 20-μL microdroplet was conditioned for 17 h with 10 morulae or early blastocysts from 99 to 116 h post-hCG. Each data point represents 2.5 μL of conditioned culture media. Blank media was cultured in tandem and used as a negative control. *n* = 3, error bars = SEM. ^∗^*p* < 0.05.

### Effects of Rhein Treatment and Degeneracy on the Intracellular and Extracellular miRNA Signature

Finally, the impacts of failure to develop–embryo degeneracy–on the extracellular miRNA panel signature were evaluated in an attempt to confirm if this was an influential factor affecting the levels of detectable extracellular miRNA. To investigate, two approaches were taken in forming degenerate cohorts, and each was used to condition culture media under equivalent conditions. The first relied on chemical induction using a cytotoxic agent, rhein, valued for its use as an anticancer tumor suppressant via its activation of apoptosis, the effects of which have been most recently characterized in developing murine embryos from the morula stage onward (Huang and Chan, 2017). The second cohort consisted of naturally occurring embryo degenerates arising from early- and mid-stage embryonic arrest seen routinely during *in vitro* culture. The advantages of using rhein to induce degeneration are numerous, including the ability to conveniently generate significantly greater numbers of degenerates for study that may be more fairly compared to healthy controls. The naturally occurring degenerates, however, are likely a better model of what is seen in a clinical setting and more closely represent the circumstances in which an miRNA-based diagnostic test must perform. Embryos treated with vehicle control media at 99 h post-hCG formed expanded blastocysts by 116 h post-hCG except for a small percentage that appeared to have arrested at the early blastocyst stage (Figure 6A). Embryos treated with 120 μM rhein during this time period exhibited morphology consistent with developmental arrest at the beginning of treatment and showed no signs of cavitation at 116 h post-hCG (Figure 6B). Degenerate embryos arising from normal *in vitro* culture placed within vehicle media according to the same timeline exhibited a range of developmental stages from the 2-cell through to the 8- to 16-cell stages–frequently with clear blastomere fragmentation–and maintained this morphological status until the end of treatment at 116 h post-hCG (Figure 6C). All panel sequences were detectable in both the embryo lysates and vehicle control, rhein-treated conditioned media, and degenerate embryo conditioned media (Figures 7A,B). The datasets were normalized to endogenous intracellular miR-191, and two-tailed Student *t* tests (α = 0.05) were used to test the means of triplicate measurements for each intracellular miRNA, and again between each extracellular sequence, between both the rhein and vehicle cohorts, and the degenerate and vehicle cohorts. No significant differences were observed between intracellular and extracellular levels of any sequence between the rhein-treated and vehicle control groups. miR-294 was significantly (*p* = 0.04) downregulated in degenerate embryo lysates compared to vehicle controls, and in conditioned media samples, miR-320 was significantly (*p* = 0.03) more abundant within degenerate culture media than vehicle controls. No other sequences were significantly changed in either embryo lysate or conditioned media between the degenerate and vehicle control groups.

**FIGURE 6:**
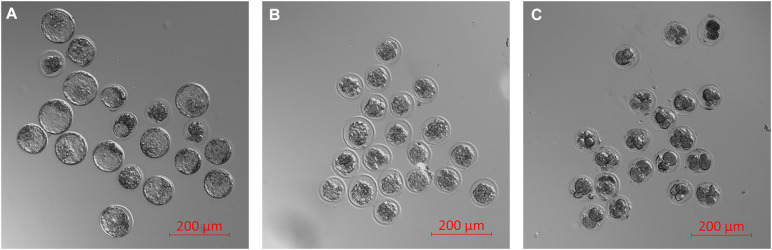
Representative micrographs of vehicle-treated, rhein-treated, and degenerate embryos. Three groups of embryos consisting of (1) vehicle-treated (0.5% DMSO) late morulae and early blastocysts from 99 to 116 h post-hCG **(A)**, (2) rhein-treated (120 μM) late morulae and early blastocysts from 99 to 116 h post-hCG **(B)**, and (3) degenerate embryos collected from culture at 99 h post-hCG and treated with vehicle media from 99 to 116 h post-hCG **(C)**.

**FIGURE 7:**
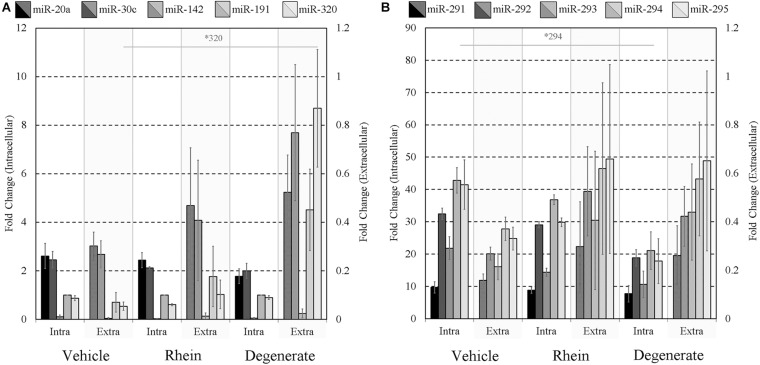
Intracellular and extracellular miRNA profile comparison of vehicle control, rhein-treated, and degenerate embryos. Panels **(A,B)** intracellular and extracellular expression profiles of each embryo group are compared to identify selective or inhibited release of specific panel miRNAs. Each dataset has been normalized against endogenous intracellular miR-191. Blank media was cultured in tandem and used as a negative control. *n* = 3. Error bars = SEM. ^∗^*p* < 0.05; only significant differences are labeled.

To assess the extent of release of each sequence and account for differences in the inherent cohort miRNA levels, each conditioned media miRNA was normalized against the same sequence measured in embryo lysate for each treatment group (Figures 8A,B). In the rhein treatment group, all conditioned media sequences were overrepresented within the culture media compared to vehicle control embryo media; however, no individual sequence reached significance after comparison by two-tailed Student *t* tests (α = 0.05). Greater still, all sequences within the degenerate embryo conditioned media were more represented than that observed within vehicle control media with a single significant increase in miR-320 (*p* = 0.03). No other conditioned media sequences were significantly changed between the degenerate and vehicle control groups. While interpretation was impaired due to the variability between biological replicates, comparable increases were seen across all sequences within each single replicate for both degeneracy groups, and the outcome variability arose from a single rhein and degenerate embryo conditioned replicate that produced significantly (>10-fold) greater miRNA levels. The fractions of the sequences contained within the spent culture media are approximated in Table 3.

**FIGURE 8:**
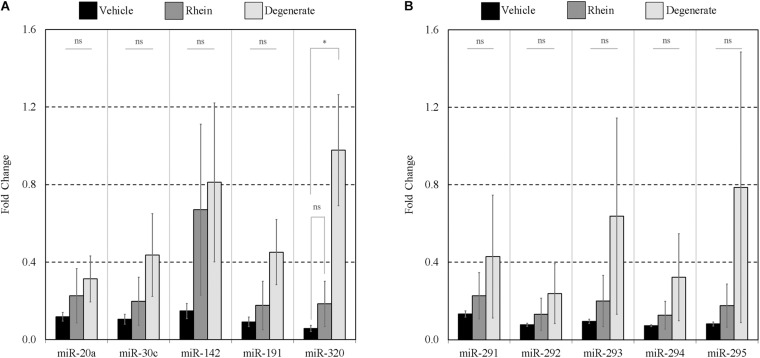
Extent of panel miRNA release between vehicle control, rhein treated, and degenerate embryos. Preferential release of each panel miRNA between embryo groups was assessed by comparing the amount found extracellularly to that intracellularly. Each extracellular miRNA comprising panels **(A,B)** is normalized against its intracellular counterpart. *n* = 3. Error bars = SEM. ^∗^*p* < 0.05.

**TABLE 3:** Calculated extracellular miRNA transcript microdroplet abundance expressed as a percentage of that found within whole embryo cohorts of various degrees of degeneracy.

		**Vehicle**		**Rhein**		**Degenerate**	
		**Mean**	**Std. Err.**	**Mean**	**Std. Err.**	**Mean**	**Std. Err.**
Panel A	miR-20a	9.43	0.22	18.06	11.24	25.03	9.44
	miR-30c	8.36	0.19	15.82	9.94	34.89	17.01
	miR-142	11.83	3.34	53.59	35.29	64.95	32.81
	miR-191	7.26	0.12	14.09	9.96	36.10	13.43
	miR-320	4.57	0.33	14.72	9.34	78.23	22.94
Panel B	miR-291	10.05	1.77	18.17	9.60	34.34	25.34
	miR-292	4.97	0.45	10.49	6.60	19.04	12.33
	miR-293	5.83	0.19	15.96	10.57	51.01	40.53
	miR-294	5.19	0.38	10.10	5.75	25.82	18.00
	miR-295	4.98	0.49	14.07	8.88	62.91	55.90

## Discussion

### Late-Stage Murine Blastocysts Release Mature miRNA Sequences Into Culture Media

To date, miRNAs have been identified within the blastocyst secretome in numerous species including human and bovine (Kropp et al., 2014; Rosenbluth et al., 2014; Cuman et al., 2015; Capalbo et al., 2016; Gross et al., 2017b). Pre-implantation secretome studies have thus far been largely clinical, driven by the desire to isolate biomarkers to facilitate accurate embryo selection necessary for single-embryo transfer (SET) (Moore and O’Brien, 2006; Gardner and Balaban, 2016). For this reason, the secretome of the late-stage blastocyst is presently of great interest, owing to the direct applicability to SETs. To the best of our knowledge, no individuals have yet profiled the murine miRNA secretome–the “miRnome.” The mouse is an attractive model organism for establishing knowledge of the embryonic miRnome for several reasons, including its highly polyovulatory nature, high mature miRNA conservation with the human, and well-developed serum-free and fully defined culture media formulations enabling clear resolution of the secretome.

Past attempts to screen blastocyst media for miRNAs have suffered from several issues. First, these studies have utilized media containing natural additives that harbor miRNAs. In all studies to date, the presence of miRNAs was detected in culture media prior to embryo addition to the medium (Kropp et al., 2014; Rosenbluth et al., 2014; Kropp and Khatib, 2015; Borges et al., 2016; Capalbo et al., 2016; Sánchez-Ribas et al., 2019; Russell et al., 2020). Serum albumin in culture media has confounded media-based proteomics studies in the past (Mains et al., 2011) and, in this context, is the source of contaminating miRNAs (Kropp et al., 2014). Second, as embryos are routinely cultured in cohorts to facilitate development, arrested or degraded embryos are common, and their presence in a microdroplet could introduce a source of error that may skew accurate characterization of the functional secretome. Third, because of low embryo-to-culture media volume ratios, resulting in increased dilution and reduced concentration of secretome products, clinical studies often lack sufficiently conditioned media from which to generate a comprehensive miRnome (Rosenbluth et al., 2014). Finally, massively parallel *de novo* sequencing technologies still require a minimum template input substantially greater than that required for PCR-based detection technologies that would require the use of pooling media that has been conditioned with many embryos (Kropp and Khatib, 2015; Sánchez-Ribas et al., 2019); however, success using sequencing methods with improved sensitivity is now being reported (Russell et al., 2020).

Our miRNA array results were generated from spent media conditioned with a cohort of 25 *in vivo* fertilized blastocysts that were selected from routine *in vitro* culture at 99 h post-hCG and used to condition the microdroplet until 116 h post-hCG. All formed healthy, expanded blastocysts at the time of sampling at 116 h post-hCG. The successful profiling of the media microdroplet after an overnight conditioning time of 17 h is promising as this is an achievable time period during routine clinical embryo culture. The general agreement of the media panel profile from this microdroplet with the whole embryo lysate further suggests that the current transcriptomic state of the embryo is still identifiable, a truth likely made possible by the rapidly increasing total miRNA as development progresses toward the blastocyst stage.

Overall, our RT-qPCR array results of 39 embryo-derived sequences were in agreement with several clinical studies utilizing this approach: (1) 47 miRNAs were detected in exclusively conditioned human blastocyst media (Cuman et al., 2015) and (2) 59 miRNAs were detected solely in spent human blastocyst media (Capalbo et al., 2016). Most recently, ∼150 miRNAs were detected within individual microdroplets of spent human blastocyst culture media by small RNA sequencing (Russell et al., 2020). 

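The assay of miR-34c had a Ct of 27.9 in conditioned media and was undetermined in blank media, each in 1 well. Among the 39 sequences of the short list, it ranked 17 by Ct. Its minor arm, miR-34c#, had a Ct of 34.1 in conditioned media and 38.2 in blank media.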

Within our short list of 39 conditioned media exclusive extracellular miRNAs (Supplementary Table 1), we noticed the spermatozoan miR-34c (Liu et al., 2012) was detected within the array results and raises the consideration that, unlike the human pre-implantation secretome studies that utilize ICSI inseminated zygotes, unsuccessful zona-bound spermatozoa may need to be considered as potential miRNA contributors to any naturally fertilized blastocyst secretome dataset (Liu et al., 2012); the zona pellucidae can remain decorated with spermatozoa for days after fertilization (Xia et al., 2001), any of which may become dislodged during culture. It is interesting that differential expression of many of these miRNAs are reported within murine uterine studies, including association with decidualization (Tian et al., 2015) and spatial representation across implantation sites (Li et al., 2015). The sequences in Supplementary Table 1 not associated with the miR-290 polycistron and not interrogated in this study, in addition to lesser filtered sequences found within our publicly available array data (GEO accession GSE138285^1^), may be of relevance to the embryo–uterine dialog at the time of implantation, and certainly all merit further investigation.

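Some names in Supplementary Table 1 have a second assay, as with miR-292-3p and miR-200c. Of the 104 assays with a Ct below 35 in conditioned media and not in blank media, 65 were not those matched to the table. The 10 of lowest Ct were rno-miR-1#, miR-193#, miR-882, rno-miR-532-5p, miR-1970, miR-1188, miR-219, rno-miR-293, miR-693-3p and miR-325, with a Ct between 5.51 and 11.1. In all, 19 of the 65 had a Ct earlier than any in Supplementary Table 1. With those left out, a choice made after seeing the data, the 10 lowest of the other 46 were miR-293#, miR-1982.1, miR-1186, the second assay of miR-292-3p, let-7f-1#, the second assay of miR-200c, miR-136#, miR-672, miR-136 and miR-467a, with a Ct between 19.6 and 27.1.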

### miRNA Panel Sequences Are Present at All Stages of Pre-implantation Development

Among panel A sequences, the non-significant elevation of miR-20a and miR-30c in zygotes and 2-cell compared to oocytes is suspected to be a result of spermatozoan contribution given the transcriptional silence of the nascent early embryo (Schulz and Harrison, 2019) and the previous establishment of these sequences as spermatozoan miRNAs (Liu et al., 2012). While widespread degradation of maternal miRNA–similar to that seen for maternal mRNA prior to zygotic genome activation (Tang et al., 2007)–is suggestive of a common degradative mechanism (Svoboda and Flemr, 2010), sequence-specific miRNA clearance cannot be ruled out (Marzi et al., 2016); the investigation of endogenous mechanisms directing targeted miRNA degradation is currently an area of ongoing investigation (Sheu-Gruttadauria et al., 2019). The high incidence of adenylation of maternally inherited miRNAs in early murine embryos is also a contributing factor both to their inherent stability and detectability (Lee et al., 2014; Magee et al., 2017). The accompanying observation of sporadic miR-320 levels within the spent culture media raises the possibility of residual cumulus cell departure as well, especially given the established predominance of this sequence within human cumulus cells (Andrei et al., 2019) and murine granulosa cells (Yin et al., 2014). The hallmark expression pattern of the dominant panel B sequences (miR-291-295) beginning at the 4-cell stage was consistent with previous reports (Tang et al., 2007).

### Several of These miRNAs Are Expressed Primarily Within the Inner Cell Mass

The inner cell mass (ICM)-localized expression of miR-294 and miR-295 is consistent with the high levels of miR-290 transcripts detected previously in mESCs (Wang et al., 2008), and confirmation of their restriction to the inner cell mass supports their potential utility as descriptors of lineages destined for the embryo proper. The blastocyst cavity presence of miR-294 is also consistent with a previous report of an miRNA presence within the blastocyst cavity fluid (Battaglia et al., 2019). Interestingly, the human homolog of miR-294, miR-372, was the most prevalent miRNA identified within human blastocyst cavity fluid (Battaglia et al., 2019). EV encapsulation is suspected as previous reports have established release of exosomes from mESCs that are enriched for miR-291-3p, miR-294, and miR-295 (Khan et al., 2015), and exosome-like EVs within the blastocyst cavity have been observed previously (Battaglia et al., 2019). Considering the ICM origin of these sequences, the significant response of these sequences to ultracentrifugation may support this belief. The release of blastocyst cavity fluid into the media by laser-assisted collapse of the blastocyst cavity has successfully bolstered minimally invasive efforts to obtain reliable pre-implantation genetic testing for aneuploidy (PGT-A) results highly concordant with that seen from biopsied samples (Kuznyetsov et al., 2020), and we strongly suspect such a strategy may also improve resolution of the embryonic miRnome.

### Extracellular miRNAs Are Derived From the Blastocyst and Are a Representation of Its Transcriptome

The concordance of the extracellular miRnome with the accompanying whole blastocyst lysates confirms the extracellular miRNA presence at the blastocyst stage is primarily of embryonic origin, a question that has been asked with the awareness of possible contributions of miRNAs co-expressed within aforementioned cumulus cells [i.e., miR-320 (Yang et al., 2012; Uhde et al., 2017; Andrei et al., 2019)], spermatozoa (Liu et al., 2012), or natural media supplements (Sánchez-Ribas et al., 2019). Indeed, cumulus cells have a history of obscuring interpretation of the embryonic secretome (Hammond et al., 2017; Liu et al., 2017; Vera-Rodriguez et al., 2018). This faithful extracellular representation of the whole embryonic miRNA profile may be interpreted as evidence against selective miRNA packaging and release (Valadi et al., 2007; Frank et al., 2010; Ohshima et al., 2010; Guduric-Fuchs et al., 2012; Kosaka et al., 2013; Ng et al., 2013; Villarroya-Beltri et al., 2013; Goldie et al., 2014; Shurtleff et al., 2016), instead suggesting the dominance of a non-selective release mechanism such as secretion via a common binding protein or even cytosol-rich apoptotic blebs. Translationally, such concordance with the intracellular profile is promising. Provided major miRNA transcriptional differences are present in embryos with compromised developmental competence, it is thus plausible that these will be resolvable strictly using analysis of the culture media without the need to perform a more invasive day 5 biopsy as part of routine clinical embryo selection.

### The Extent of Embryonic Development May Be Determined by the Extracellular miRNA Profile

Our proof-of-concept approach to gauging the extent of development by assessing the balance of the increasing expression of the panel B miR-290 sequences within the spent culture media encountered several shortcomings when profiling the media from earlier stages. The sporadic miRNA levels of the zygote lysate and conditioned media may possibly be explained by contributions from spermatozoan and maternal cumulus cells. The inability of the media to capture the pronounced peak in intracellular miR-30c expression at this stage further underscored these difficulties. Furthermore, the lack of detection of any of the five panel B sequences, which are expressed at comparable levels to panel A sequences within the zygote, further suggests that the total amount of miRNA within zygotes may be insufficient for media profiling at this stage using this method.

We noticed all panel B sequences within the media conditioned with 4-cell embryos were expressed at levels disproportionately lower than in media conditioned with blastocysts (0.1%–0.4% vs. 2.5%–3.2%, respectively). This is a reminder that the accumulation of sequences within conditioned media is subject to a time lag; rapid miRNA expression, such as the nascent miR-290s at the 4-cell stage, may not yet be fully represented within the media after the conditioning period. Additionally, from a diagnostic perspective, the absence of any significant endogenous miRNA downregulation past the 4-cell stage is advantageous as it likely simplifies the kinetics of media miRNA accumulation substantially.

### A Significant Portion of the Extracellular miR-290 Family Members May Be Encapsulated

Most often, extracellular miRNAs are typically protein-bound but may also be encapsulated in small microvesicles such as exosomes or larger vesicles such as apoptotic bodies (Turchinovich et al., 2011). Our belief that the miR-291-295 (panel B) sequences may originate from exosome release originated as a result of previous demonstration of miR-291, -294, -295 exosomal release from mESCs (Khan et al., 2015), exosome confirmation within day 5 human blastocyst spent media (Giacomini et al., 2017), and the blastocyst cavity (Battaglia et al., 2019). The survival of approximately 60% of all panel B sequences may suggest the balance is encapsulated within a class of EV as one possible explanation. Each sequence was perturbed by a comparable amount, suggesting each transcript exists extracellularly in a common state and may constitute evidence of a shared release mechanism. Previous work utilizing this strategy to investigate media miRNA released from a cultured trophoblast cell line has yielded comparable results with signal resiliency of ∼50% (Cuman et al., 2015). In this case, the miRNA was concluded to be primarily bound to the gene silencing protein, AGO1. Corroborating evidence from a more recent study of the pre-implantation embryonic secretome concluded that detectable miRNAs were also protein-bound (Sánchez-Ribas et al., 2019), and our results support these findings.

### Degenerate Embryos May Be Releasing a Disproportionately Greater Amount of miRNA

Embryo degeneracy is believed to be a major factor increasing miRNA release into the media (Kropp and Khatib, 2015; Lin et al., 2019a), suggesting cell debris, including apoptotic end products, are primary sources of extracellular miRNAs. Clinically, blastocyst-stage degeneracy and apoptosis are highly relevant as it is a common response to various insults encountered during routine assisted reproductive technology (ART) procedures–including *in vitro* culture (Brison and Schultz, 1997) and cryopreservation by slow freezing (Li et al., 2012)–and thus the extent of apoptosis is arguably one of the most influential factors affecting the extracellular miRnome. One explanation for the sporadic variation seen between experimental repeats may be that the miRNAs are located within debris that was occasionally captured from the media during collection, a potential caveat of crude media analysis. Indeed, we have detected significant amounts of miRNAs in shed zona pellucidae previously (data not shown). This issue was not encountered when collecting the media of healthy *in vitro* cultured 4-cell or blastocysts, including vehicle blastocysts. Upon gaining a better understanding of the extracellular states of these miRNAs, media clarification by centrifugation before analysis may be warranted, provided the congruency of the miRnome is not disturbed. It is encouraging from a diagnostic perspective that the sustained congruency of both degenerate cohort lysates with accompanying conditioned media as it suggests the mechanisms involved in miRNA release from degenerate embryos do not obfuscate resolution of the intracellular miRNA profile.

These results are, to the best of our knowledge, the first to profile murine pre-implantation embryo media for miRNAs. The miRNAs are sufficiently expressed within the blastocyst enabling repeatable, reliable representation extracellularly, including sequences that are ICM-specific–the miR-290s. Chiefly, resolution of these transcripts from media conditioned with a single-embryo resolution is a possibility that has now been realized (Russell et al., 2020). Use of such comprehensive profiling or even a reduced panel, as demonstrated here, may enable the identification of aberrant sequence expression even in the presence of factors that may ubiquitously affect the amplitude of the miRnome, such as degeneration. A comprehensive understanding of miRNA abnormalities and their associations with abnormal embryonic states such as aneuploidy are necessary next steps to the deployment of extracellular miRNAs to aid embryo selection in ART.

## Conclusion

MicroRNA release by the murine pre-implantation embryo is undeniable. The highly prevalent miR-290 cluster, along with numerous previously identified extracellular pre-implantation embryo miRNAs, is detectable within spent media, including those expressed solely within the sheltered inner cell mass. The blastocyst cavity is a potential source for miRNA, as demonstrated previously, and supports the use of blastocyst cavity fluid as an alternative source of miRNA diagnostic information. Together, these media miRNAs reflect the transcriptomic status of the whole pre-implantation embryos from which they are derived, enabling their potential use as biomarkers supportive of embryo diagnostic strategies. A 10-miRNA panel provided sufficient resolution to non-invasively gauge the extent of pre-implantation development by tracking the shift in miRNA composition toward the dominant miR-290 cluster. While media conditioned with blastocysts was reliably profiled, earlier stages were less so owing to difficulties in assaying low-abundance miRNAs. Numerous blastocyst extracellular miR-290 sequences exhibited a significant response to ultracentrifugation, inviting the possibility that these sequences may exist both encapsulated and at liberty, possibly bound to Ago silencing proteins. Varying degrees of embryo degeneracy increased the strength of the miRnome unanimously and did not obstruct the embryonic reflection within the media, suggesting degeneracy may not be a confounding factor for this type of analysis. It is foreseeable that if miRNA profiles of aberrant blastocysts are fully characterized and deficiencies are noted, these abnormalities may be detectable within the media.

## Data Availability Statement

The microRNA array datasets generated for this study have been deposited in NCBI’s Gene Expression Omnibus (Edgar, 2002) and are accessible using GEO Series accession number GSE138285 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138285). The individual microRNA assay datasets are available via Mendeley Data (http://dx.doi.org/10.17632/mdkjjbfmmw.1) (Hawke, 2021).

## Ethics Statement

The animal study was reviewed and approved by Western University Animal Care Committee, Western University, London, ON, Canada.

## Author Contributions

DH, DB, and AW contributed to the conception the study. DH designed the study, collected and processed the experimental data, and wrote the first draft of the manuscript. DA and DH performed the *in situ* analysis. All authors contributed to manuscript revision and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Murine Blastocysts Release Mature MicroRNAs Into Culture Media That Reflect Developmental Status
**Source:** Front Genet. 2021 May 28;12:655882. doi: 10.3389/fgene.2021.655882
**Supplement:** Supplementary file 1

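The supplementary table gives, for each of 39 mature miRNAs, the Ct in conditioned media and in blank media from the array described in the results. A lower Ct stands for more template, and an undetermined Ct means that no amplification crossed the threshold within 40 cycles. Each value comes from 1 well of 1 sample, so that the table holds no measure of error. The names in the table are partly newer than those of the assays, in which # marks the minor arm of a hairpin, and 3 of the 39 were measured with assays named for rat. These were miR-7a-1-3p, miR-196c and miR-351, of which the last also had a mouse assay with a Ct of 32.9.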

**Supplemental Table 1.** Mature microRNA sequences detected exclusively in media conditioned with late-stage murine preimplantation embryos by array analysis.

|  | **Array Results** | |
| --- | --- | --- |
| **Mature MicroRNA** | **Conditioned Media,**  **Ct** | **Blank Media,**  **Ct** |
| miR-7a-1-3p | 28.8 | -- |
| miR-15b | 29.3 | -- |
| miR-16 | 27.3 | -- |
| miR-19a | 28.2 | -- |
| miR-19b | 23.9 | -- |
| miR-26a | 29.2 | -- |
| miR-34c | 27.9 | -- |
| miR-93-3p | 28.9 | -- |
| miR-101a | 24.2 | -- |
| miR-103 | 30 | -- |
| miR-125a-5p | 28.1 | -- |
| miR-125b-5p | 32.1 | 39.2 |
| miR-126-3p | 27.7 | -- |
| miR-140 | 30.2 | -- |
| miR-143 | 28.9 | -- |
| miR-146b | 31.7 | -- |
| miR-182 | 28.9 | -- |
| miR-193b | 26 | -- |
| miR-195 | 24.5 | 35.5 |
| miR-196c | 29.8 | -- |
| miR-200b | 27 | -- |
| miR-200c | 25.2 | -- |
| miR-214 | 30.6 | -- |
| miR-290-3p | 29.9 | -- |
| miR-290-5p | 27.9 | -- |
| miR-291a-3p | 26.6 | -- |
| miR-292-3p | 19.6 | -- |
| miR-293 | 24.6 | -- |
| miR-294 | 24.1 | 37.6 |
| miR-295 | 19.7 | -- |
| miR-320 | 28.6 | -- |
| miR-342-3p | 30.3 | -- |
| miR-351 | 30.9 | -- |
| miR-465b-5p | 28.1 | -- |
| miR-532-3p | 30.3 | -- |
| miR-690 | 26.2 | -- |
| miR-706 | 32.2 | -- |
| miR-744 | 26.8 | -- |
| miR-1944 | 31.8 | -- |

How the deposited data were processed for this re-analysis (not part of the article)

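Media conditioned by 25 embryos for 17 h and an equivalent blank microdroplet were each profiled once on cards A and B of a TaqMan rodent miRNA array, so that there was 1 sample per condition. The authors exported the Ct of each well from the instrument software and deposited it without normalization, on an inverted log2 scale. Wells without a Ct were given as undetermined. The authors also deposited a fold change per assay, a linear ratio of conditioned to blank media; from the values, it equals 2 to the power of the Ct in blank media minus that in conditioned media, relative to the mean of that difference over the 4 U6 wells of the same card, with a largest deviation of 0.0011 on the log2 scale. The threshold and baseline settings behind each Ct are not given in the sources used here. The fluorescence change ΔRn, on which the paper's filter also rests, was not analysed here. The design fixed before the data were examined had called for both limits, and the Ct limit alone was applied in its place. Pre-amplification for 12 cycles without dilution moves Ct values earlier, and its error could not be separated from that of the wells.

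Each assay was taken as 1 sequence. Sequences with a Ct below 35 were called detected, an undetermined Ct counted as above the limit, and the 18 control wells were left out of counts. Differences were taken as the Ct in conditioned media minus that in blank media, with limits of 5 and -5 cycles. No normalization was applied to the Ct in the main analysis. With 1 sample per condition, no test between media was run. The SD of U6 over 4 wells, and the differences between 2 assays of the same name, gave the error between wells and assays. The miR-290 family was described by its ranks and by the share of 10000 random lists of detected sequences with a median Ct as low. Names of Supplementary Table 1 were matched to assays by name, and for 12 of 39 with the help of an older name, a rat name or the Ct in the table. Neighbouring miRNA genes were taken from the annotation of GRCm38.p6, to which 680 of the 724 names were matched; no coordinates are given because the deposited values name no genome build.

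The sequences named in the text were set before the data were examined, when the values of Supplementary Table 1 had been seen. They are every miRNA the paper names for the array, the 10 of lowest Ct in each sample, every sequence detected in blank media only or more than 5 cycles later in conditioned media, the 10 of lowest Ct detected in conditioned media only and outside Supplementary Table 1, and the control assays. Others, such as assays sharing a name or family with these, were chosen after their values were seen. Lists of 11 spermatozoan and 8 blood miRNAs were also written before the data were examined.

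Alternatives set before the data were examined were Ct limits of 32 and 38 and any determined Ct, control assays counted, unique names in place of assays (with the lowest Ct of each name), a difference limit of 3 cycles, differences centred on the card median or taken relative to U6, an undetermined Ct required in blank media, and each card ranked alone. Alternatives added after seeing the data left out early wells, restricted the assays to mouse, ranked the miR-290 family among fewer sequences, or changed the U6 reference. The counting of classes and the neighbour comparison were first tested on simulated data with known classes for 750 assays, where 4 of 4 and 2 of 2 checks passed. The simulated clusters were detected in full with nothing else detected. The checks therefore do not show that the neighbour comparison would find clusters detected in part. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.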

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

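All tests in this part were chosen only after the result was seen.

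For 65 assays other than those matched to Supplementary Table 1, the Ct was below 35 in conditioned media and not in blank media. In blank media, these assays were undetermined or had a Ct of 35 or later, as miR-1188 did at 35.2. The paper does not report these assays one by one, but the table lists the names of some. Among these are the second assays of miR-292-3p and miR-200c and the mouse assay of miR-351. The limit on ΔRn, which the paper applied to its own list, was not applied here, and how many of the 65 it would remove was not tested. Of the 65, 19 had a Ct earlier than any in Supplementary Table 1. Ct values this early were as frequent without embryos as with them, in 82 assays of blank media and 81 of conditioned media, so that template released by the blastocysts cannot account for them as a set. For single assays among the 19 it stays open, as does a chance difference between the samples, since 15 assays had such an early Ct in blank media and no Ct below 35 in conditioned media. For the other 46 assays, no explanation was tested separately. A test of neighbouring genes, given under other observations, took the sequences detected in conditioned media only as 1 set.

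Of the small nucleolar RNA controls, snoRNA135 and snoRNA202 had a Ct in every well of conditioned media, of 33.0 and 29.3 for snoRNA135 and of 28.5 and 29.8 for snoRNA202 on cards A and B, and none in blank media. U87, another such control, had a Ct of 32.7 in conditioned media on card A, was undetermined there on card B, and had none in blank media, so that 5 of the 6 wells had a Ct in conditioned media. The paper does not report these controls. Y1, a small cytoplasmic RNA, had a Ct of 15.5 in conditioned media on card B and was undetermined on card A. If a Ct occurred at random in a well at the overall share of conditioned wells with one, 41.8%, a Ct in all 4 wells of snoRNA135 and snoRNA202 would have a probability of 3.1%. These 2 were picked because they had a Ct in every well; for at least 5 of the 6 wells with U87 the probability is 5.0%, and together with none of the 6 in blank media, where 32.8% of wells had a Ct, it is 0.46%. The calculation takes wells as independent, which wells of 1 assay are not, and the controls were picked after their values were seen, so that it does not settle chance. Amplification of these assays without embryo material would give a Ct in blank media, where 0 of the 4 wells of snoRNA135 and snoRNA202 had one. This allows a share of up to 60.2% (exact 95% binomial interval), and 0 of 6 with U87 a share of up to 45.9%, which leaves it open. RNA of the embryos, released or from damaged cells, is the biological explanation the design gives, and with 1 microdroplet of each kind it cannot be told apart from a difference between the 2 microdroplets.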

How the results depend on the processing

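No paired analysis was possible because each condition had 1 sample. A count, rank or percentile was taken as unchanged when it stayed within 1.5 times its main value. Of 92 values under the alternatives set before the data were examined, 83 stayed within that range, among them every value under Ct limits of 32 and 38, any determined Ct, control assays counted, unique names, and differences centred on the card median. Of 57 values under alternatives added after seeing the data, 34 did. These shares overstate how far the results held, since some values repeat another or could not move. The short list by Ct was the same set as the sequences detected in conditioned media only. The SD of U6 among wells below 35 was fixed, as every U6 well was. The alternatives on ΔRn and on amplification flags were not run, since these values were not used here; the alternative without a limit on ΔRn is the main setting. The cause of the changes given here was not tested, except where the setting itself fixes it.

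With a difference limit of 3 cycles, 34 sequences were later in conditioned media in place of 20 and 38 were earlier in place of 19, as a lower limit must give. With differences taken relative to U6, 97 were more than 5 cycles later, 79 were not, and 3 were more than 5 cycles earlier, against 20, 156 and 19; the shift follows from the U6 differences of 4.08 and 7.07 cycles. With each card ranked alone, the best rank of the miR-290 family was 31 on card A and its median ranks were 58 and 79.5 on cards A and B, against 18 and 132 together, and 72.0% of random lists had a median Ct as low on card B, against 40.6% together. The best rank on card B was 12, and on card A 27.1% of random lists were as low.

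Lower limits on Ct were added after seeing the data; 8 values from 0 to 20 were looked at beside the paper's counts, and at 20 there were 193 detected sequences in conditioned media and 134 in blank media. When wells earlier than any in Supplementary Table 1 were left out, blank media had 136 detected sequences, 97 were detected in both and at most 5 cycles later in conditioned media, 1 was more than 5 cycles later, 11 were more than 5 cycles earlier, and 27 were detected in blank media only. The best rank of the miR-290 family was then 1, as the limit is the Ct of its earliest member in that table, its median rank was 66, and 6.3% of random lists had a median as low. With wells of a Ct below 16 left out, 4 sequences were more than 5 cycles later in conditioned media, the best rank of the family was 31, and 23.2% of random lists were as low. With mouse assays of the family only, its best rank was 82 among all detected sequences and 73 among those with mouse assays. With all assays of the family, among the sequences detected in conditioned media only, its best rank was 8, its median rank 32 and the share of random lists 5.8%. Among Supplementary Table 1, these were 1, 7 and 1.3%.

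Without the outlying U6 well, the SD of U6 in blank media on card A was 0.49 in place of 3.22, and in conditioned media on the same card it was 0.09 in place of 0.68. In the authors' deposited table, 24 of 193 miRNA assays with a Ct in both samples had a fold change above 1. Without the outlying blank well, 13 did, and without a U6 reference 96 did. Signal over background limits all of these counts, since 1 blank microdroplet sets the background.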

Differences from the paper's values

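In conditioned media, 280 sequences had a Ct below 35, and the paper's count is 132. In blank media, 218 did, and the paper's count is 62. Of the alternatives set before the data were examined, none of those run came within 1.5 times either value: Ct limits of 32 and 38, any determined Ct, control assays counted and unique names. Of 8 lower limits on Ct looked at after seeing the values, a limit of 20 gave 193 in conditioned media, within 1.5 times the paper's value, and dropped 2 of the 39 sequences of Supplementary Table 1. None of the 8 brought the count in blank media within that range. The paper's counts also rest on ΔRn, which was not used here, and no cause of the difference was tested.

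Sequences detected in both samples and at most 5 cycles later in conditioned media numbered 156, more than 1.5 times the paper's count. With differences taken relative to U6 there were 79, within 1.5 times of it. This did not hold for the Ct limits, any determined Ct, control assays counted, unique names, a difference limit of 3 cycles or centring on the card median. Sequences more than 5 cycles later in conditioned media numbered 20, against the paper's 3, and no alternative set before the data were examined came within that range. With wells of a Ct below 16 left out there were 4, and with wells below 18 left out there were 3, the paper's value. Both limits were chosen after seeing the values, among the same 8, and dropped 0 of the 39 sequences of Supplementary Table 1. Sequences detected in blank media only numbered 42, against the paper's 2, and the short list by Ct held 104, against the paper's 39; no alternative run came within 1.5 times either value. With wells earlier than any in Supplementary Table 1 left out, also chosen after seeing the values, the sequences detected in conditioned media only numbered 85, against 104 in the main setting and the paper's 81. These counts are not of 1 definition, since the paper's also admits sequences with a Ct below 35 and a low ΔRn in blank media. The paper's 81 is also more than its count for conditioned media leaves once the sequences it gives as detected in both are taken away.

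The paper states that the miR-290 family exceeded all other sequences of the array. Ct values of different assays depend on the efficiency of each, so the ranks given here do not decide this. Nor was a limit on ΔRn set here, on which the paper's detected sequences also rest. Among all sequences with a Ct below 35, 17 had an earlier Ct than the earliest assay of the family, rno-miR-293. Its Ct of 9.01 was itself earlier than any in Supplementary Table 1. An earlier Ct than the earliest mouse assay, miR-292-3p, was found for 81. Of the 17, 10 also had a Ct below 35 in blank media, and of the 81, 62 did. Among Supplementary Table 1, miR-292-3p and miR-295 had the lowest Ct values, and the other 5 members ranked 4, 7, 11, 16 and 29 of 39. With wells of a Ct below 16 left out, a choice made after seeing the values, the best rank of the family was 31. With wells earlier than any in Supplementary Table 1 left out it was 1, which that limit fixes, as it is the Ct of miR-292-3p itself. The 42 Ct values of Supplementary Table 1 did not differ from those of the array beyond rounding.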

Other observations

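The tests on neighbouring miRNA genes were written before their result was seen, and the tests on early Ct values, on U6 and on the lists of blood and spermatozoan miRNAs were chosen after the values were seen.

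Ct values earlier than any in Supplementary Table 1 were found for 112 assays in 1 or both samples, 51 of them in both, where 8.9 would be shared if the samples were unrelated. In the 51, the 2 samples differed by a median of 1.52 cycles. Another 30 were early in conditioned media alone and 31 in blank media alone. With 82 in the sample without embryos, release by blastocysts cannot be the whole cause. Early values occurred for 4 names with 2 assays, and for 0 of the 4 were both assays early in the same sample. With 4 names this allows a share of up to 60.2% (exact 95% binomial interval). Over both samples, the second assay was undetermined in 7 of 8 cases and 14.7 cycles later in the other. For these 4 names this argues against template of the named sequence, unless the second assay failed, which stays open because miR-758 also had 1 assay at 24.3 and 22.4 and a second undetermined in both samples. The 51 shared assays are consistent with signal that recurs with the assay in both media. For assays with a name of their own, a product of the primers and template present in both media would each give this, and neither the products nor the amplification curves were examined.

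In the 4 U6 wells of card A, 1 well of blank media had a Ct of 20.2 beside 3 between 26.3 and 27.1. Its gap to the nearest divided by the range was 0.873, and in conditioned media on the same card the corresponding ratio was 0.881, for a well at 19.9 beside 3 between 21.1 and 21.3. Both exceed the 95% critical value of Dixon's ratio for 4 values, which chance exceeds in about 1 of 20 groups; the wells are not samples. The mean U6 difference between the samples on card A was 4.08 cycles with the outlying blank well and 5.81 without that well position in both samples, which changes each fold change of that card in the authors' deposited table 3.32-fold. A U6 Ct that is earlier in conditioned media means that this reference itself differed between the 2 microdroplets.

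Pairs of assays with the same name gave different outcomes for 11 of 26 names, and 10 of the 15 names with the same outcome were not detected by either assay in either sample. For miR-223, 1 assay had a Ct of 31.4 in conditioned media and 29.5 in blank media, and the other had 27.4 and 31.7, in the opposite direction. No explanation was tested.

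It was hypothesised that miRNAs of neighbouring genes, which can share a transcript, would be detected in conditioned media together. Among 354 names with another assayed miRNA gene within 10 kb, 62 were detected in conditioned media only, and 72.6% of these had a neighbour of the same kind, compared with a median of 66.1% over 10000 reassignments (95% of them between 53.2 and 79.0%); 20.98% of reassignments were as large. For early Ct values in conditioned media, the share was 41.7% against a median of 52.8%, and 89.20% of reassignments were as large. Neither share was unusually large among the reassignments. Large gene clusters give a high share under any assignment, so this comparison cannot decide whether neighbours were detected together, in large or small clusters. In the miR-290 family, 13 of 19 assays were detected in conditioned media only, against 104 of all 750, and the share does not capture this. Other clusters were not counted one by one.

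Of 8 blood miRNAs, 5 had a Ct below 35 in blank media, including miR-486 at 23.3, miR-150 at 27.2 and miR-92a at 27.9, the last under the older assay name miR-92. The abundant red cell sequences miR-451 and miR-144 were undetermined in both samples, and miR-16 was undetermined in blank media. Serum carried in the media as the origin of the blank signal stays open, since single wells without replicate do not decide it.

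Of 11 spermatozoan miRNAs, 10 had an assay. The listed miR-34 and miR-449 sequences with a Ct were earlier in conditioned media, as with miR-449a (assay miR-449), at 24.9 and 28.9. On the card of that assay, U6 was itself earlier in conditioned media, by a mean of 4.08 cycles. miR-34a, which was not on the list and was looked at afterwards, was later, at 18.4 against 17.4. Of the 5 other listed sequences with a mouse assay, which belong to testis-expressed genes of the X chromosome, 1 was earlier in conditioned media, miR-465b-5p at 28.1, which Supplementary Table 1 also lists. Another, miR-743a, was later, with 27.2 against 23.4 in blank media, and the mouse assays of miR-881, miR-871 and miR-470 were undetermined in both. Among rat assays of these names, which were looked at afterwards, rno-miR-871 had a Ct of 32.4 in conditioned media only, rno-miR-743a was later in conditioned media, at 28.5 against 17.6, and rno-miR-881 was undetermined in both. Assays of related names also went both ways. Earlier in conditioned media were rno-miR-465, at 16.3 against 22.9, and the minor arm miR-470#, at 5.62 against 10.1. Later was rno-miR-743b, at 37.1 against 33.1. A Ct earlier than any in Supplementary Table 1 was found for miR-34a and miR-470# in both samples. The same held for rno-miR-465 in conditioned media and rno-miR-743a in blank media. Across the array, values this early were as frequent without embryos as with them. Material of spermatozoa and expression by the embryos cannot be told apart from these wells, which go both ways or gave no Ct.

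In Fig. 3B of the paper, from other microdroplets and individual assays, miR-294 was the highest of the family in media, whereas on the array miR-292-3p and miR-295 had the earliest Ct of panel B. Ct values of different assays depend on the efficiency of each, and the order was not tested.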
